A study of Homo sapiens with 12 samples.

How the data were processed

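Bulk RNA sequencing was made of 12 libraries in 2 experiments. In the first, human saphenous vein smooth muscle cells (HSVSMC), a primary cell type of the vessel wall, were transfected with a locked nucleic acid gapmer against the antisense transcript BAZ1A-AS1 (AS1-ASO) or with a negative control gapmer (NC-ASO), 3 libraries each. A gapmer is a short antisense oligonucleotide whose DNA core directs RNase H to cleave the RNA it pairs with. In the second, RD cells, an established rhabdomyosarcoma line that the labels call rhabdomyoblasts, were transfected with siRNA against BAZ1A (siBAZ1A) or scrambled siRNA (siScram), 3 libraries each. Per the labels, AS1-ASO and siBAZ1A were given at 25 nM, and the RD cells were exposed to UVC light (254 nm, 15 s) 24 h after transfection and harvested 6 h later. No dose of NC-ASO or siScram was found in the labels. The harvest time of the HSVSMC, the oligonucleotide sequences and the number of HSVSMC donors are not stated in the labels.

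Per the labels' protocols, libraries were made from polyadenylated or from ribosome-depleted RNA at either of 2 centres, and which library had which is not stated. The aligner, the counting, its use of strand, the annotation and the genome build are not stated either. The deposited values are a signal per gene, which the authors describe as normalized counts, for 66023 Ensembl gene IDs in 12 columns. The column names differ from those the labels announce, so each was matched to a library by its cell type, treatment and replicate number, and 0 columns were left without a library. Within each column 100% of the values above 0 were whole multiples of a common step, so each value is a whole read count divided by a library's size factor. The median ratio of a library to the geometric mean was 1.01 in each of the 6 HSVSMC libraries and 1.01 in each of the 6 RD libraries when each experiment was taken alone, and ran from 0.858 to 1.20 over all 12 libraries jointly. The 2 experiments were therefore normalized separately by the median of ratios, and no level of one was tested against a level of the other.

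Recovered reads per library ran from 26.9 M to 50.2 M (M, 1e6 reads) and are given per library in the results. No pair of replicates was alike within sampling noise, since the chi-square per degree of freedom of their reads ran from 4.37 to 57.1, and all 12 libraries were used as separate replicates. Gene positions came from GENCODE 29 (GRCh38) through the Ensembl IDs, of which 56927 matched and 51716 had the same version. The other IDs held at most 0.158% of a library's reads. The versions of the IDs fit a GRCh38 annotation that also holds alternate loci, but the authors' build is not stated, so the coordinates are those of GENCODE 29.

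The comparisons were fixed before the data were examined, as were the gene lists, the named-gene rule and most alternatives. Each compared 3 knockdown libraries with 3 control libraries of the same experiment, in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with a mean trend, two-sided) on log2(normalized count + 1). Genes with a mean of at least 10 over the 6 libraries were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The labels name no batch and the replicate numbers were not used as a block. The genes named are BAZ1A and BAZ1A-AS1 and, per comparison, the 5 largest rises and 5 largest falls past the threshold with a mean of at least 100 in the higher group and no overlap between the groups. Members of the lists are named where past the threshold. Genes that can mark a donor are not named.

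7 gene lists were tested with camera (preset correlation 0.01), adjusted over the 14 pairs of list and comparison: contractile smooth muscle, skeletal myogenic, p53 target, nucleotide excision repair, DNA replication and cell cycle, interferon-stimulated, and NF-kB and inflammatory genes. fry and camera with an estimated correlation were run beside it. Genes around BAZ1A and genes of ISWI chromatin remodelling complexes, to which BAZ1A belongs, were read gene by gene. The 2 comparisons were set against each other with Spearman's rho, tested over the 100 joint splits of the libraries.

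The alternatives were a pseudocount of 0.1 or 10, no filter or a mean of at least 50, quantile normalization, median-of-ratios rescaling, a fit of all 12 libraries, a replicate block, a minimum change of 2-fold, each replicate left out in turn, and, on the recovered reads, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0. A correction of each library for GC content and transcript length (splines with 5 degrees of freedom each) and thinning to equal depth were added after the data had been seen, as was a test, in a fit of all 12 libraries, of whether fold changes differed between the experiments. The rescaling repeats the authors' own, called 5486 genes against 5484 in HSVSMC and 5287 in RD as before, and so tests nothing. The edgeR test called 5543 genes in HSVSMC and 5471 in RD.

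The tests were run first on reads simulated from the libraries' own means and depths, with 200 genes changed by 2-fold. A further 40 genes were lowered by 1.5-fold for camera and are not among the unchanged genes. limma recovered 133 of the 200 (66.5%) in HSVSMC with 18369 genes tested and 152 (76.0%) in RD with 20755 tested. It called 9 of 18129 and 11 of 20515 unchanged genes. The simulation changed a far smaller share of the genes than the 29.9% (HSVSMC) and 25.5% (RD) called in the data. The Benjamini-Hochberg adjustment is stricter where fewer genes change, so the shares recovered are no estimate of the power of the real comparisons. At this depth and with 3 libraries per group, a 2-fold change can be missed. Recovery was not split by the level of the genes. Antisense and overlapping genes, BAZ1A-AS1 included, are uncertain in level because the use of strand in the counting is not stated, and members of families of near-identical genes are uncertain as well.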

Results

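The libraries held 32.5 M, 32.5 M and 36.9 M recovered reads (M, 1e6 reads) in the NC-ASO group and 33.9 M, 30.4 M and 31.1 M in the AS1-ASO group of the HSVSMC experiment. In RD cells the siScram libraries held 44.03 M, 50.2 M and 41.6 M and the siBAZ1A libraries 39.8 M, 33.8 M and 26.9 M. The siBAZ1A libraries were thus each less deep than each siScram library. Between 28763 and 30828 gene IDs had at least 1 read in an HSVSMC library, and between 30827 and 35132 in an RD library. Each knockdown library had fewer than each control library. The most were 29689 with AS1-ASO and 33891 with siBAZ1A, and the fewest 29972 with NC-ASO and 34583 with siScram. The mitochondrial ribosomal RNA MT-RNR2 took 4.92% to 8.55% of the reads in HSVSMC and 14.8% to 21.1% in RD. Its share overlapped between the groups in HSVSMC. In RD it was lower in each siBAZ1A library (14.8% to 18.8%) than in each siScram library (19.2% to 21.1%). Each experiment was analysed within its own 6 libraries.

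The first question was whether each reagent lowered its target and what it did to the neighbouring gene. BAZ1A (ENSG00000198604.10) is a protein-coding gene on the minus strand of chromosome 14, from 34752731 to 34875647 in GRCh38. BAZ1A-AS1 (ENSG00000258738.1) lies on the plus strand of chromosome 14 from 34874343 to 34876459 and is annotated as an antisense gene with 1 exon of 2117 bases. The 2 genes overlap head to head over 1305 bases at the 5′ end of BAZ1A. Of the BAZ1A-AS1 exon, 951 bases are shared with exons of BAZ1A, 354 lie in its introns and 812 lie outside it. The BAZ1A start codon, at 34874602 to 34874604, is within the overlap.

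**Figure D1:**
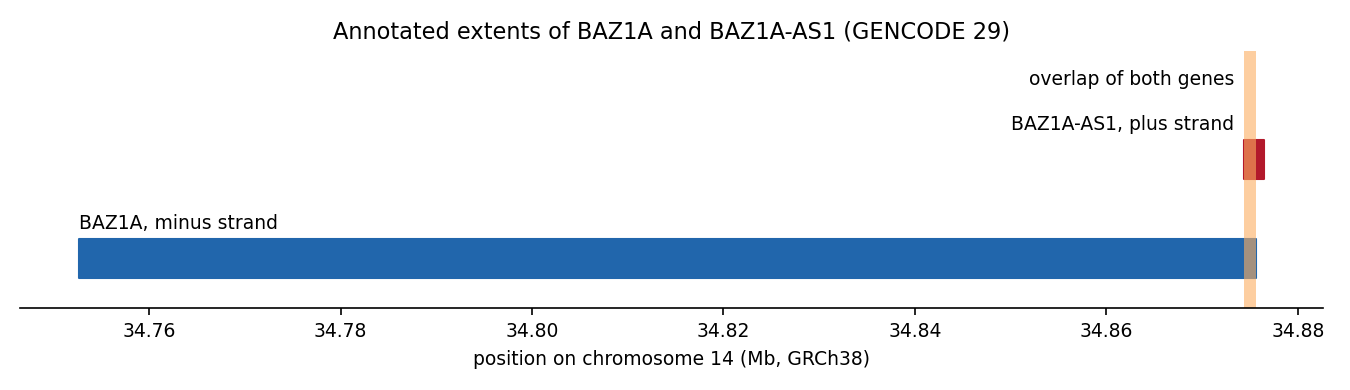
Map of the annotated extents of BAZ1A (blue, minus strand) and BAZ1A-AS1 (red, plus strand) along chromosome 14 in megabases of GRCh38. The shaded band is the overlap of 1305 bases at the 5′ end of BAZ1A.

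In HSVSMC, BAZ1A-AS1 was at 55.9 ± 6.74 normalized counts with NC-ASO and at 21.3 ± 4.76 with AS1-ASO (SD, n = 3 each), from 14 to 70 reads per library. The log2 fold change was −1.37 (SE 0.27, limma adjusted p = 0.00316), and the groups did not overlap. BAZ1A was at 3137 ± 249 and 1836 ± 165 normalized counts (SD, n = 3 each), a log2 fold change of −0.77 (SE 0.09, limma adjusted p = 1.71e-04). In RD cells, BAZ1A was at 4629 ± 200 with siScram and at 1865 ± 206 with siBAZ1A (SD, n = 3 each), a log2 fold change of −1.32 (SE 0.08, limma adjusted p = 8.61e-07). BAZ1A-AS1 was at 48.6 ± 6.47 and 44.1 ± 7.02 normalized counts in the same cells (SD, n = 3 each). Its log2 fold change of −0.14 (SE 0.20, limma adjusted p = 0.651) was within the spread between replicates. Whether counts of the overlap were kept apart by strand is not stated, so reads of BAZ1A within the levels of BAZ1A-AS1 were not separated here. The alternative that moved BAZ1A-AS1 in HSVSMC most was a pseudocount of 10, which gave −1.08.

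**Figure D2:**
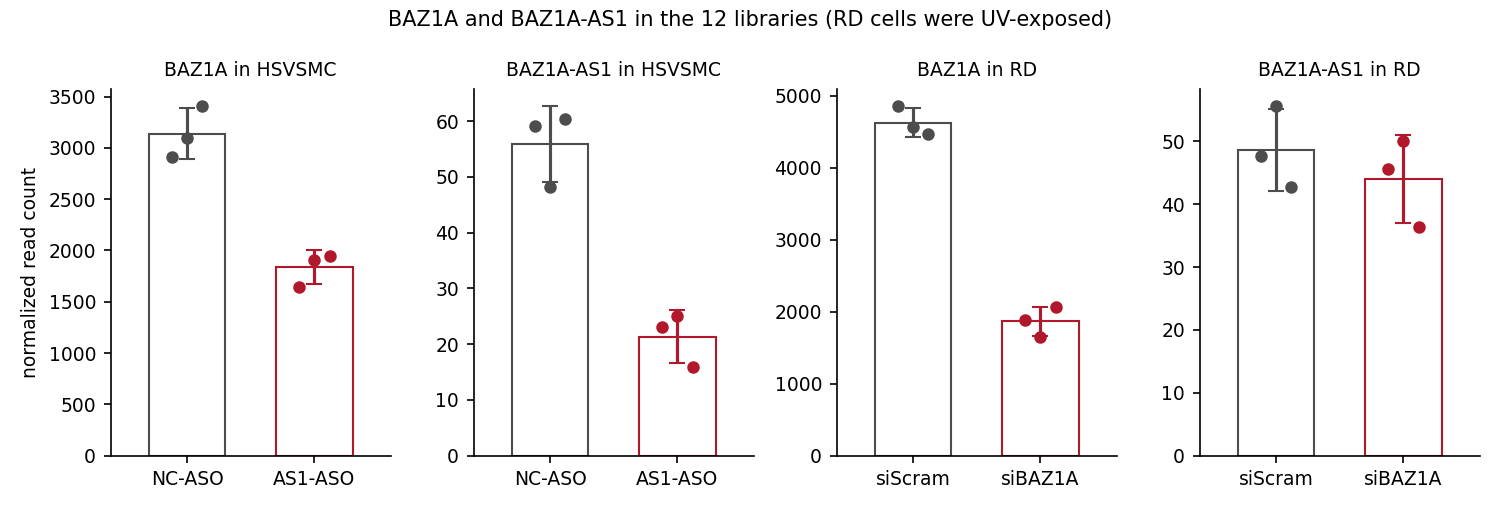
Normalized read counts of BAZ1A and BAZ1A-AS1 in the 3 control and 3 knockdown libraries of each experiment, with points for libraries, bars for means and whiskers for the SD, on vertical axes that start at 0 and differ between panels. The groups are apart in every panel but that of BAZ1A-AS1 in RD, where 48.6 and 44.1 are within the spread.

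In the comparison of AS1-ASO with NC-ASO in HSVSMC, 18369 genes were tested, 2948 were higher and 2536 lower (limma adjusted p under 0.05), or 29.9% of those tested. The unadjusted p was under 0.05 for 7473 genes. The median size of a called change was 0.57 on the log2 scale. A change of at least 2-fold was seen in 299 of the higher and 651 of the lower genes, the alternative that moved these counts most. Without AS1-ASO replicate 2, 1916 genes were higher and 1640 lower. Without NC-ASO replicate 2 the lower genes numbered 1659, and without NC-ASO replicate 3 they numbered 1652.

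The 5 largest rises in HSVSMC were those of CCBE1, TNIP2, EXOC4, BTN3A1 and SIPA1L2. CCBE1 (ENSG00000183287.13, chromosome 18, 59430939 to 59697662) rose from 132 ± 19.2 to 563 ± 1.97 normalized counts (SD, n = 3), a log2 fold change of 2.09 (SE 0.13, limma adjusted p = 9.84e-06). EXOC4 rose from 695 to 2550 and TNIP2 from 458 to 1773. BTN3A1, whose close paralogs can share its reads, changed by 1.76 and SIPA1L2 by 1.72 on the log2 scale. The 5 largest falls were those of MCM10, APLN, NR4A2, STC1 and PDE4B. MCM10 (ENSG00000065328.16, chromosome 10, 13161554 to 13211104) went from 240 ± 59.2 to 29.7 ± 15.3 normalized counts (SD, n = 3), a log2 fold change of −3.08 (SE 0.34, limma adjusted p = 1.10e-04). The log2 fold changes of the others were −3.02 for APLN, −2.92 for NR4A2, −2.90 for STC1 and −2.79 for PDE4B. Each of these 10 genes kept its direction and its side of the threshold under every alternative that gave a value.

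In the comparison of siBAZ1A with siScram in UV-exposed RD cells, 20755 genes were tested, 2980 were higher and 2307 lower (limma adjusted p under 0.05), or 25.5% of those tested. The unadjusted p was under 0.05 for 7702 genes. The median size of a called change was 0.41 on the log2 scale, and 177 higher and 237 lower genes changed by at least 2-fold. When all 12 libraries shared an estimate of the spread, 1955 genes were higher and 1297 lower. The lower genes numbered 1403 without siScram replicate 1 and 1376 without siScram replicate 2.

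**Figure D3:**
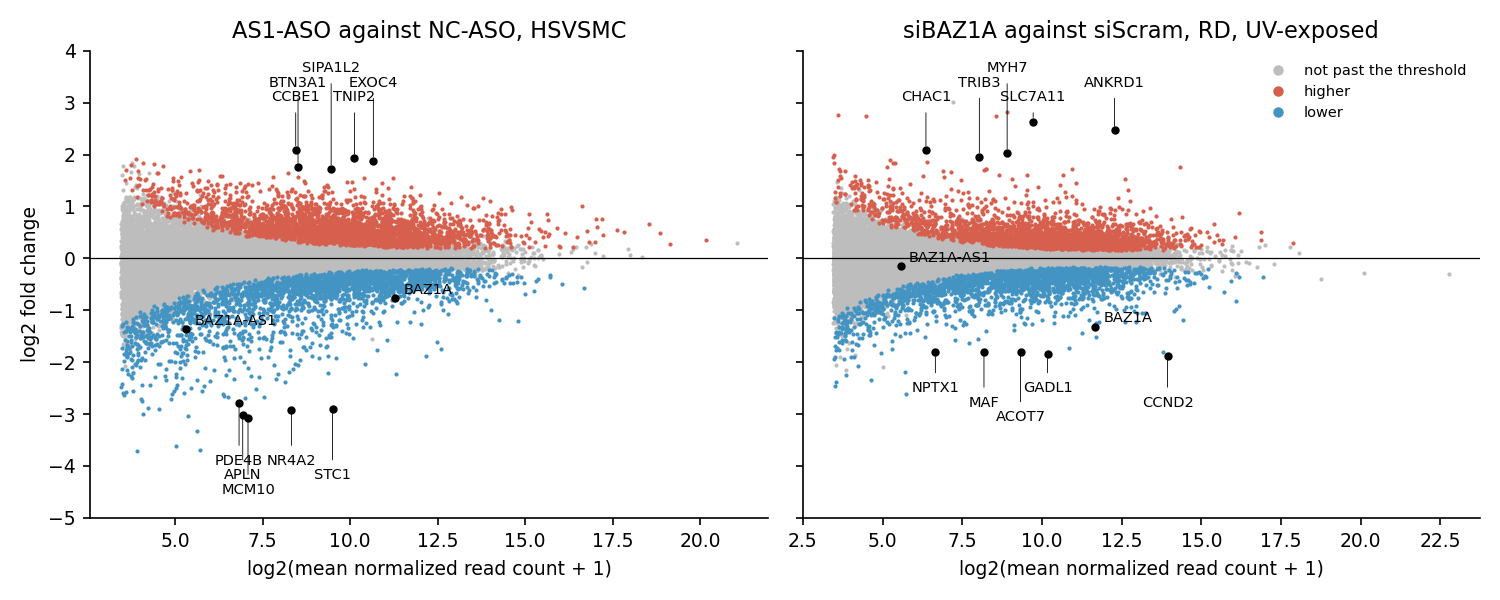
Log2 fold change (vertical) against log2 of the mean normalized read count plus 1 (horizontal) for the genes tested in each experiment, red where higher and blue where lower at an adjusted p under 0.05, with the named genes in black. BAZ1A is at −0.77 in HSVSMC and −1.32 in RD, and the falls reach further down in HSVSMC than in RD.

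The 5 largest rises in RD were those of SLC7A11, ANKRD1, CHAC1, MYH7 and TRIB3. SLC7A11 (ENSG00000151012.13, chromosome 4, 138164097 to 138242349) rose from 233 ± 6.52 to 1458 ± 116 normalized counts (SD, n = 3), a log2 fold change of 2.63 (SE 0.08, limma adjusted p = 9.67e-09). ANKRD1 rose from 1527 to 8403 counts, CHAC1 from 30.3 to 132, MYH7 from 191 to 769 and TRIB3 from 107 to 417. Reads of MYH7 can be shared with a near-identical paralog. The 5 largest falls were those of CCND2, GADL1, NPTX1, MAF and ACOT7. CCND2 (ENSG00000118971.7, chromosome 12, 4273772 to 4305350) went from 24671 ± 299 to 6803 ± 1227 normalized counts (SD, n = 3), a log2 fold change of −1.87 (SE 0.10, limma adjusted p = 4.46e-07). The other 4 falls lay between −1.85 for GADL1 and −1.80 for ACOT7. Each of these 10 genes kept its direction and its side of the threshold under every alternative that gave a value.

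The next question was which groups of genes the 2 knockdowns moved, read from the 7 preset lists. In HSVSMC the DNA replication and cell cycle list was lower, with a median log2 fold change of −1.13 and a camera adjusted p of 2.21e-17 (limma). Of its 40 genes tested, 36 were lower and 0 higher, or 37 lower when adjusted over the list alone. Among them E2F2 fell most, at −2.90, followed by CCNE2 at −2.30 and AURKB at −2.27 (log2). The NF-kB and inflammatory list was lower as well, with a median of −0.80 and a camera adjusted p of 4.23e-09 (limma). Of 30 genes tested, 20 were lower and 0 higher, or 24 lower when adjusted over the list alone. The log2 fold change was −2.13 for CSF3, −2.04 for IL1B, −1.92 for CXCL1 and −1.52 for IL6. The contractile smooth muscle list was higher, with a median of 0.42 and a camera adjusted p of 0.00119 (limma). Of 21 genes tested, 11 were higher and 2 lower, and the counts were 11 and 2 when adjusted over the list alone. LMOD1 rose by 1.49, ACTA2 by 0.85 and CNN1 by 0.84, while SMTN was at −0.68 (log2).

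The other 4 lists were not past the threshold in HSVSMC. The interferon-stimulated list had a median of 0.11 (limma camera adjusted p = 0.687), with 7 of 33 genes higher and 5 lower, the same adjusted over the list alone. The p53 target list had a median of 0.04 (limma camera adjusted p = 0.972), with 11 of 34 higher and 8 lower, the same adjusted over the list alone. Nucleotide excision repair genes had a median of 0.00 (limma camera adjusted p = 0.844), with 6 of 37 higher and 5 lower, the same adjusted over the list alone. Of the skeletal myogenic list only 8 genes were tested and 1 was lower, the same adjusted over the list alone (median 0.01, limma camera adjusted p = 0.844).

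In UV-exposed RD cells the interferon-stimulated list was higher, with a median of 0.45 and a camera adjusted p of 3.62e-05 (limma). Of 33 genes tested, 18 were higher and 4 lower, or 22 and 5 when adjusted over the list alone. OASL rose by 1.15, RSAD2 by 1.13 and OAS1 by 1.05, while IFIT1 was at −0.20 (log2). The DNA replication and cell cycle list was lower, with a median of −0.16 and a camera adjusted p of 1.03e-04 (limma). Of 40 genes tested, 14 were lower and 3 higher, or 19 and 3 when adjusted over the list alone. The other 5 lists were not past the threshold. The p53 target list had a median of 0.04 (limma camera adjusted p = 0.266) with 11 of 33 genes higher and 5 lower, or 12 and 7 adjusted over the list alone. The nucleotide excision repair list had a median of −0.02 (limma camera adjusted p = 0.844) with 5 of 37 higher and 3 lower, the same adjusted over the list alone. The contractile list had a median of −0.26 (limma camera adjusted p = 0.530) with 4 of 20 genes higher and 7 lower, or 5 and 9 adjusted over the list alone. The skeletal myogenic list had a median of 0.05 (limma camera adjusted p = 0.336) with 8 of 24 higher and 3 lower, or 9 and 3 adjusted over the list alone. The inflammatory list had a median of −0.02 (limma camera adjusted p = 0.687) with 5 of 21 higher and 3 lower, or 5 and 4 adjusted over the list alone.

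All 5 list calls held under fry, which also called the p53 target list in RD (adjusted p = 0.00294). With an estimated correlation between genes 0 of the 14 pairs were past the threshold, the alternative that moved the lists most. The unadjusted p under that setting was under 0.05 for the cell cycle list in HSVSMC (0.0469) and the interferon-stimulated list in RD (0.0455).

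**Figure D4:**
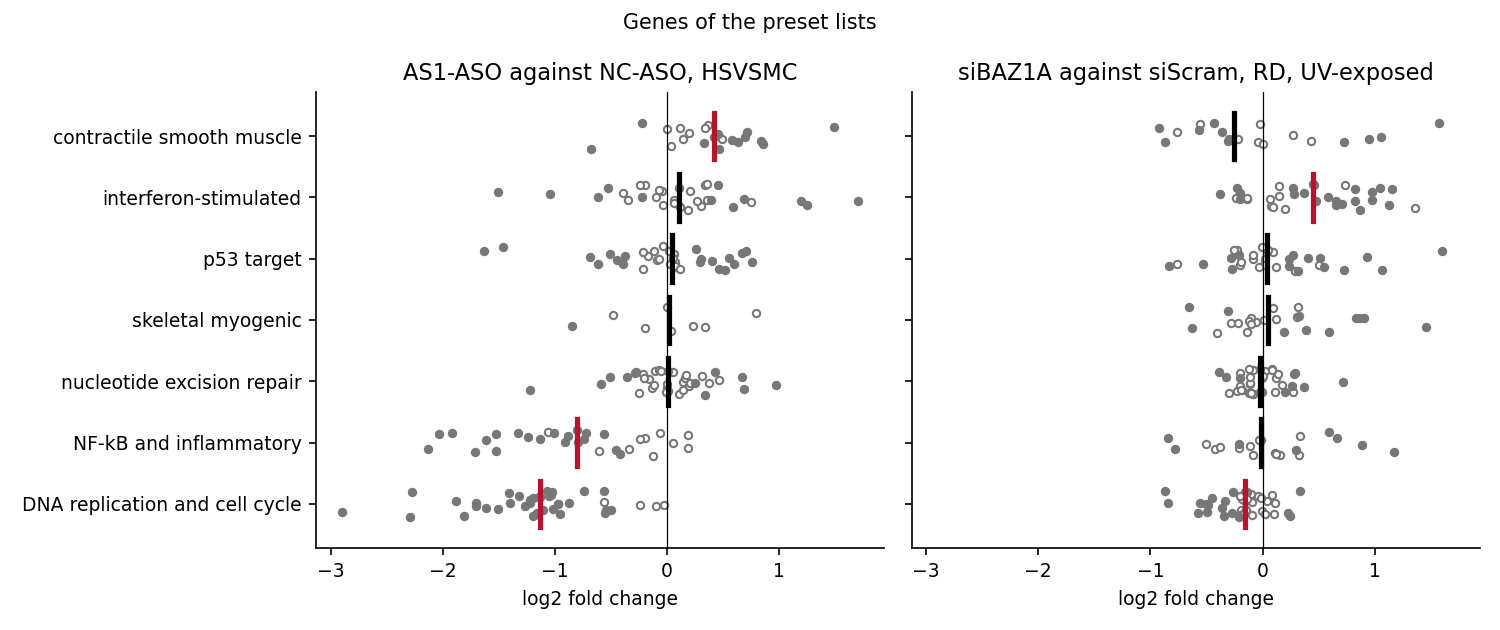
Log2 fold changes of the genes of the 7 preset lists in each experiment, with filled points for genes at an adjusted p under 0.05, open points for other genes, and bars for list medians, red where the camera adjusted p was under 0.05. The cell cycle median is at −1.13 in HSVSMC and −0.16 in RD.

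Around BAZ1A on chromosome 14, 13 neighbouring genes were tested in HSVSMC, where KIAA0391 was higher (0.58) and SRP54-AS1 (−0.78) and SPTSSA (−0.74) were lower on the log2 scale. In RD 14 were tested, of which SRP54 (0.23) and CFL2 (0.25) were higher and PPP2R3C (−0.57) and SNX6 (−0.61) lower. SRP54-AS1, annotated as a transcribed unitary pseudogene, overlaps SRP54 on the opposite strand, so its level is uncertain. Among 11 other ISWI complex genes tested in HSVSMC, RSF1 (0.27) and BPTF (0.37) were higher, and POLE3 (−0.78), RBBP7 (−0.40), RBBP4 (−0.35) and SMARCA5 (−0.26) lower. Of 12 tested in RD, SMARCA5 (0.24) was higher and 0 were lower, the largest fall being −0.19.

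The last comparison asked whether the 2 knockdowns moved the same genes. Across the 16594 genes tested in both experiments, the log2 fold changes had a Spearman's rho of 0.118 and a Pearson's r of 0.132. Genes are not independent replicates. Of the 100 joint splits of the libraries, 25 gave a rho as large in size (exact permutation p = 0.250, two-sided, the smallest possible being 0.01). The other splits of an experiment keep a part of the treatment contrast, so this p does not decide whether the knockdowns moved genes together. The lowest rho under the alternatives was 0.0841, without siBAZ1A replicate 3. Both comparisons called 1979 genes, where 1461 would be called in both if the calls were independent. Of these, 772 were higher in both, 455 lower in both, 310 higher in HSVSMC and lower in RD, and 442 lower in HSVSMC and higher in RD. The direction was the same in 62.0% (Fisher's exact test odds ratio 2.56, p = 1.23e-23, over genes that are not independent). With a change of at least 2-fold in both, 25 genes were left, 84% of them of equal direction, and under the other alternatives that share ran from 58.3% to 65.4%. The experiments differ in cell type, reagent and UV exposure at the same time.

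**Figure D5:**
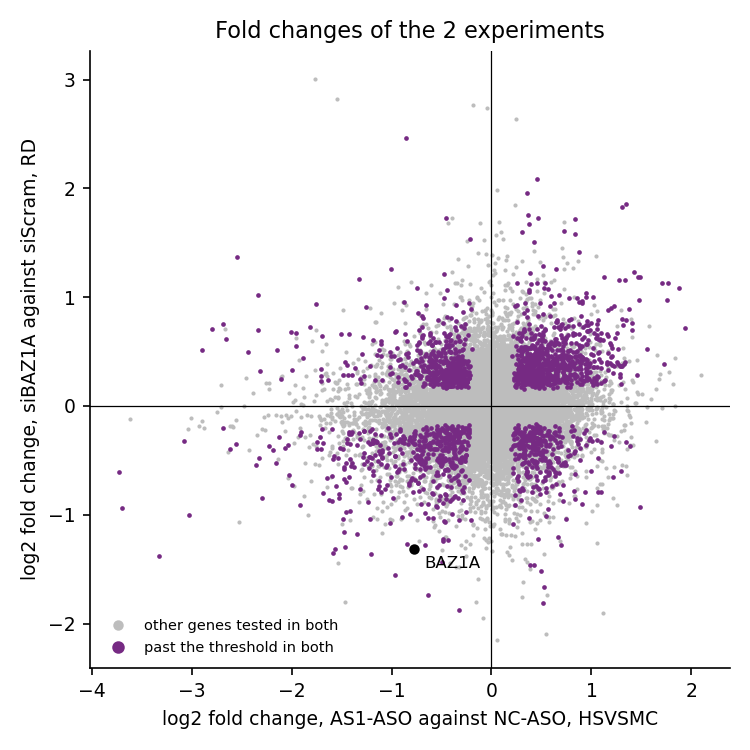
Log2 fold changes of the 16594 genes tested in both experiments, HSVSMC on the horizontal and RD on the vertical axis, with genes past the threshold in both in purple and BAZ1A in black. The purple genes fill all 4 quadrants, with 62.0% in the 2 of equal direction.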

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

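The test of a difference between the experiments, the comparison of the cell cycle and repair lists and the comparison of BAZ1A-AS1 with BAZ1A were chosen only after the fold changes had been seen. Groups of 3 libraries are too small for a test of single outlying libraries, so the results below stand out only by a difference between the effects in HSVSMC and in UV-exposed RD cells.

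The fall of the DNA replication and cell cycle list was deeper in HSVSMC than in RD. In a limma fit of all 12 libraries, the median difference of its log2 fold changes over 40 genes was −0.94 (camera adjusted p = 4.94e-12 over 7 lists, 0.167 with an estimated correlation). The medians were −1.13 and −0.16. A correction for GC content and transcript length left them at −1.11 and −0.16, both past the threshold, which argues against that bias as the whole cause. An error in the scaling of whole libraries would move all lists alike, but in HSVSMC the cell cycle median lay below that of nucleotide excision repair genes by −1.14 (upper 95% bootstrap bound −1.002). What stays open is the biology and the design: cell type, reagent and UV exposure all differ between the experiments and were not varied separately, and how fast the cells divided at transfection was not measured.

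The NF-kB and inflammatory list differed as well, with a median difference of −0.73 over 21 genes (limma camera adjusted p = 2.15e-04, 0.324 with an estimated correlation). The HSVSMC median went from −0.80 to −0.65 under the GC and length correction and stayed past the threshold, so that bias may account for a part of the fall but not for most of it. The contractile smooth muscle list moved the other way, with a median difference of 0.55 over 19 genes (limma camera adjusted p = 0.0199, 0.167 with an estimated correlation). Its HSVSMC median was 0.40 after the correction. Contractile genes and cell division often move in opposite directions in smooth muscle, and the lists are in line with that reading, which was not tested here. The same confounding of cell type, reagent and UV keeps the source of the difference open.

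The interferon-stimulated list rose more in RD, with a median difference of −0.24 over 31 genes (limma camera adjusted p = 0.0358, 0.690 with an estimated correlation). The RD median of 0.45 was 0.42 after the GC and length correction, which argues against that bias as the whole cause. Members moved apart within the list, since IFIT1 fell while OASL and OAS1 rose. Transfected double-stranded RNA can induce such genes. The siScram cells received an siRNA too, but its dose was not found in the labels, so equal doses are not known. A response particular to the siBAZ1A sequence and a response to the loss of BAZ1A both stay open as untested.

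BAZ1A fell less with AS1-ASO in HSVSMC than with siBAZ1A in RD, with a difference of 0.54 (SE 0.13, limma adjusted p = 0.00532 over 16594 genes), and 4811 of the 16594 genes differed at that threshold. BAZ1A-AS1 fell more in HSVSMC, with a difference of −1.22 (SE 0.32, limma adjusted p = 0.0108). Reads of BAZ1A counted for the antisense gene over their overlap are a candidate source of the BAZ1A-AS1 values. If they were the whole of it and fell as BAZ1A did, BAZ1A-AS1 would follow BAZ1A in RD. Its log2 fold change there lay 1.17 above that of BAZ1A (SE 0.22, taking the genes as independent). This argues only against reads that fall with BAZ1A as the whole source. Of the BAZ1A-AS1 exon, 354 bases lie in BAZ1A introns, and whether reads of unspliced BAZ1A RNA fell with siBAZ1A was not measured. Such reads stay open as a source. In HSVSMC BAZ1A-AS1 fell further than BAZ1A did. A smaller share of reads that fall with BAZ1A stays open too, because the counting is not stated to use strand. How the gapmer lowered BAZ1A, through the antisense transcript or otherwise, was not tested, and no second gapmer was used here.

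Splitting the 6 libraries of an experiment in the other possible ways bears on all these results. Of the 10 splits of the HSVSMC libraries, 1 gave as many genes higher and 1 gave as many genes lower as the real split, which was the real split itself, and the same counts of 1 and 1 held in RD. The other 9 splits called 0 genes in each experiment. With 10 splits the share cannot go under 0.1. For the preset lists the count is less clear, since 6 of the 10 splits of the HSVSMC libraries and 3 of the 10 splits of the RD libraries gave as many lists past the threshold. Each of the other splits sets 2 knockdown libraries and 1 control library against 1 and 2, so it keeps a part of the treatment contrast and does not measure replicate differences alone. The cell cycle median of −1.13 in HSVSMC compares with at most 0.54 in size in the other splits, the inflammatory median of −0.80 with 0.45, and the contractile median of 0.42 with 0.21. In RD the interferon-stimulated median of 0.45 compares with 0.18 and the cell cycle median of −0.16 with 0.13. All 5 called lists were thus largest in the real split. Of the 9 pairs of list and experiment not past the threshold, 2 were as well, the contractile list in RD at −0.26 against 0.15 and the p53 target list in HSVSMC at 0.0412 against 0.0381. For the other 7, between 3 and 10 of the 10 splits gave a median as large in size. The other splits hold less of the contrast, so these sizes are no measure of chance alone.

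GC content, transcript length and depth were also tested on the genes called. Under the GC and length correction 89.6% of the genes called in HSVSMC and 96.7% of those called in RD were still called, and after thinning to equal depth 96.8% and 87.9% were. Neither bias explains most of the calls. The siBAZ1A libraries were less deep than the siScram libraries, and depth could account for a part of the RD calls lost at 87.9%.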

How the results depend on the processing

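In this part only the GC and length correction and the thinning to equal depth were chosen after the data had been seen.

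No called list, named gene or target gene changed its direction under the alternatives it was run with. For the lists these were 7 settings and the fits that left out a replicate. The 7 were a pseudocount of 10, the rescaling, the replicate block, the GC and length correction, equal depth, an estimated correlation and fry. The block, the estimated correlation and fry leave the fold changes as they are, and the rescaling nearly so. Only the pseudocount, the correction, equal depth and the left-out replicates could thus move a median. The direction of a list is here the one that camera or fry gave, which can differ from the sign of its median. Lists short of the threshold did change it. In HSVSMC these were nucleotide excision repair under the GC and length correction (adjusted p = 0.957) and p53 targets at equal depth (0.986). In RD it was nucleotide excision repair under fry (0.978). Their medians kept their sign, at 0.016, 0.039 and −0.024. Some of the 6 fits that each left out a replicate reversed such lists too. In HSVSMC these were p53 targets without NC-ASO replicate 1 (adjusted p = 0.992) or 2 (0.912), nucleotide excision repair without NC-ASO replicate 1 (0.992) and interferon-stimulated genes without AS1-ASO replicate 2 (0.942). In RD it was nucleotide excision repair without siBAZ1A replicate 2 (0.983) or siScram replicate 1 (0.997). Over all 6 fits, reversed or not, the adjusted p of these lists ran from 0.860 to 0.992, 0.610 to 0.992 and 0.105 to 0.942 in HSVSMC and from 0.748 to 0.997 in RD. Their cause was not tested, and the medians lie near 0. Changes in the sign of the median are given apart from these. The RD inflammatory median went from −0.02 to 0.06 at equal depth, and was positive without siBAZ1A replicate 2 or 3 or siScram replicate 2 or 3. The HSVSMC skeletal myogenic median went from 0.01 to −0.11 under the GC and length correction and to −0.04 at equal depth. It was negative without AS1-ASO replicate 1 or NC-ASO replicate 3. In HSVSMC the repair median was negative without AS1-ASO replicate 2 or 3 or NC-ASO replicate 1 or 2. The p53 target median there was negative without AS1-ASO replicate 3. The log2 fold changes of BAZ1A in both experiments, of BAZ1A-AS1 in HSVSMC and of the 20 named genes kept their side of the threshold under each alternative that gave a value. With all libraries in, BAZ1A ranged from −0.82 to −0.77 in HSVSMC and from −1.37 to −1.31 in RD, and BAZ1A-AS1 from −1.40 to −1.08 in HSVSMC. With single replicates left out, BAZ1A-AS1 in HSVSMC ran from −1.49 to −1.18, with limma adjusted p from 0.00160 to 0.0197. In RD it stayed short of the threshold, with limma adjusted p from 0.494 to 0.966. With a mean of at least 50 required BAZ1A-AS1 was not tested. It rests on 14 to 70 reads per library, which limits how well its change is known.

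Counts of genes moved more. Requiring at least 2-fold left 299 genes higher and 651 lower in HSVSMC, 177 and 237 in RD, and 25 called in both experiments, by construction of the threshold. A fit of all 12 libraries gave 1955 higher and 1297 lower in RD, and 3324 and 3100 in HSVSMC, where the libraries share an estimate of the spread. Across the 6 fits that each left out a replicate, the HSVSMC counts ran from 1916 to 3752 higher and from 1640 to 3181 lower. The lowest came without AS1-ASO replicate 2 and the highest without AS1-ASO replicate 1. In RD the lower genes ran from 1376, without siScram replicate 2, to 2882, without siBAZ1A replicate 3, and the higher genes from 2018 to 3564. Fewer libraries lower the power, but the rises without AS1-ASO replicate 1 and siBAZ1A replicate 3 show that these libraries also widened the spread, and why they lay apart was not tested.

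Scaling and the test mattered less. Quantile normalization gave 2765 genes higher and 2776 lower in HSVSMC, so the share higher went from 53.8% to 49.9%, and 2664 and 2599 in RD, from 56.4% to 50.6%. Of the genes called, 91.3% and 88.7% were still called. edgeR called 98.8% and 99.2% of the same genes, and DESeq2 95.8% and 89.6%, leaving 1069 and 3623 genes without an adjusted p. The GC and length correction gave 3347 genes higher and 2841 lower in HSVSMC and 3280 and 2352 in RD. Equal depth gave 2924 and 2509 in HSVSMC and 2734 and 2124 in RD.

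The replicate block was tried because the groups share replicate numbers. It gave 4088 genes higher and 3509 lower in HSVSMC, and 2604 and 2073 in RD. The deviations of same-numbered libraries from their group means correlated at 0.57, −0.05 and 0.40 in HSVSMC and at −0.10, −0.03 and −0.15 in RD over genes, so not every pair correlated in either experiment and the numbers were not taken as pairs. In HSVSMC, where 2 of the 3 did and the block called more genes, shared handling of same-numbered libraries is not excluded.

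The preset lists depended on how the correlation between genes was set. With an estimated correlation 0 of the 14 pairs were past the threshold, and all 5 lists called with the preset value were lost, with adjusted p from 0.283 to 0.550. Why the estimate is so high was not tested, though 6 libraries give a poor estimate of it. Among the results not named as answers to a comparison, and beside the reversals above, 6 changed: 5 weaker, these lists, and 1 stronger, the p53 target list in RD under fry. Each of the 12 fits that left out a replicate called 5 lists. The correlation of the experiments stayed between 0.0841 and 0.139, with permutation p from 0.170 to 0.480 over its alternatives. Because the other splits keep a part of the contrast, these p do not decide the question either.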

Other observations

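The gene sets and the splits by gene length in this part were chosen after the largest changes had been seen, and the tests of small RNAs, of gene length per library and of genes listed at 0 were chosen after their result was partly known. Set tests here were adjusted over 10 pairs of set and experiment.

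SLC7A11, CHAC1 and TRIB3, which rose in RD cells with siBAZ1A, are targets of the stress-responsive factor ATF4. The hypothesis was that ATF4 targets rose more broadly. Of 34 other ATF4 target genes tested, 27 were higher and 1 lower in RD, with a median log2 fold change of 0.71 (limma camera adjusted p = 3.15e-15, fry 2.57e-04, 0.184 with an estimated correlation). In HSVSMC with AS1-ASO the median was 0.09, with 9 of 35 higher and 1 lower (limma camera adjusted p = 0.0802, fry 0.0466, 0.487 with an estimated correlation), so fry calls a small rise there that camera does not. 1 of the genes is also in the p53 target list. The values are in line with a broader rise of ATF4 targets in siBAZ1A cells. Whether it follows from the loss of BAZ1A, from an off-target of the siRNA or from their interplay with UV stays open, because all RD libraries were UV-exposed and 1 siRNA condition was used.

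NR4A2 fell in HSVSMC with AS1-ASO, and so did HBEGF (log2 fold change −2.68, limma adjusted p = 9.84e-06), which was picked after its values were seen. The hypothesis was a broader fall of immediate-early genes. Of 31 others tested, 19 were lower and 2 higher, with a median of −0.58 (limma camera adjusted p = 8.89e-09, fry 0.00313, 0.212 with an estimated correlation). In RD the median was 0.13, with 11 of 30 higher and 5 lower (limma camera adjusted p = 0.0131, fry 0.00833, 0.267 with an estimated correlation). The HSVSMC values are consistent with lower immediate-early expression. Such genes respond to serum and handling within a short time, so a difference in handling between the groups stays open beside an effect of the knockdown, and neither was tested.

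Replication-dependent histone genes were lower in RD, with 51 of 62 lower and 0 higher and a median of −0.56 (95% bootstrap interval −0.72 to −0.48, limma camera adjusted p = 7.92e-16, fry 0.00833, 0.212 with an estimated correlation). Many of them are near-identical, so the level of a single one is uncertain. A lower share of cells in S phase would lower S-phase entry genes alike. These did fall, with 18 of 36 lower and 1 higher, but their median of −0.25 (−0.33 to −0.14) lay above the interval of the histone genes, and G2 and mitosis genes were at −0.14. S-phase entry genes are also expressed outside S phase, which can hide a part of their fall, so a lower share of cells in S phase stays open. Histone transcripts lack a poly(A) tail, so a library difference in such RNA is a candidate explanation. However, 134 small nucleolar and small Cajal body RNAs had a median of −0.028 (−0.10 to 0.06) in RD, which argues against such a difference as the whole cause. Of 2 abundant RNAs of this kind, picked after their values were seen, RN7SK was lower (log2 fold change −0.28, limma adjusted p = 0.264) and RN7SL1 higher (0.41, limma adjusted p = 0.0113). A part played by the library, and a change in histone transcription or processing after UV, stay open as well.

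In HSVSMC the order was the other way round. S-phase entry genes had a median of −1.04, with 31 of 36 lower, and G2 and mitosis genes one of −1.12, with 32 of 36 lower, while histone genes were at −0.18 (−0.69 to 0.09) with 16 of 50 lower and 1 higher (limma camera adjusted p = 0.0171, fry 0.159, 0.487 with an estimated correlation). The S-phase entry and G2 and mitosis sets were past the threshold by camera and fry in both experiments (largest adjusted p 0.00833), but not with an estimated correlation (0.184 to 0.267). The S-phase entry and G2 and mitosis sets share 17 and 22 of their 36 genes with the preset cell cycle list, so they are no independent evidence for its fall. Small RNAs of the same kinds were at −0.35 in HSVSMC, with 10 of 71 lower.

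Gapmers can cleave unintended pre-mRNA, and long pre-mRNAs offer more sites. If this lowered many genes, genes with long genomic spans would fall more. Across 10513 protein-coding genes with a mean of at least 100, the Spearman's rho of span and log2 fold change was 0.296 in HSVSMC, with a median log2 fold change of 0.26 in genes that span at least 85.5 kb and −0.05 in those of up to 15.5 kb. In 5 of the 10 splits of the libraries the rho was as large in size, but the other splits hold a part of the treatment contrast and do not decide. Per library, the median of the long genes minus that of the short genes, relative to the mean of the 6 libraries, was −0.16 ± 0.11 with NC-ASO and 0.16 ± 0.13 with AS1-ASO (SD, n = 3 each). The difference of 0.31 has the sign opposite to the hypothesis (exact permutation p = 0.1, two-sided, the smallest that 6 libraries can give). With so few libraries, and because another trend with length can mask such cleavage, the hypothesis stays open. In RD the rho was 0.00.

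Some widely expressed genes are listed at 0 in all 12 libraries, such as ABCF1, which has 7 IDs in the table, or nearly so, such as DDX39B with 1212 reads over 8 IDs and all libraries. The candidate explanation is that reads shared with copies on alternate loci were not counted. Of 963 protein-coding genes whose name has another ID in the table, 46.5% were listed at 0 throughout, against 6.98% of 18678 with 1 ID (Fisher's exact test p = 9.95e-225 over genes). A 0 for such a gene therefore does not show that it was not expressed. In the preset lists 7 genes have more than 1 ID. Of these, 4 were tested in neither experiment, namely CCL5 and IFI27, listed at 0, and MYH11 and GTF2H4, with 3 and 9 reads over all libraries, picked here after their values were seen. Of the other 3, 2 were read from the same ID in both experiments and 1, in the interferon-stimulated list, from different IDs, so its changes in HSVSMC and RD are not of the same copy.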
